# Addressing Bias in Small RNA Library Preparation for Sequencing: A New Protocol Recovers MicroRNAs that Evade Capture by Current Methods

**DOI:** 10.3389/fgene.2015.00352

**Published:** 2015-12-22

**Authors:** Jeanette Baran-Gale, C. Lisa Kurtz, Michael R. Erdos, Christina Sison, Alice Young, Emily E. Fannin, Peter S. Chines, Praveen Sethupathy

**Keywords:** small RNA library preparation, adapter ligation bias, microRNA, sequencing, adapter dimers

## Abstract

Recent advances in sequencing technology have helped unveil the unexpected complexity and diversity of small RNAs. A critical step in small RNA library preparation for sequencing is the ligation of adapter sequences to both the 5′ and 3′ ends of small RNAs. Studies have shown that adapter ligation introduces a significant but widely unappreciated bias in the results of high-throughput small RNA sequencing. We show that due to this bias the two widely used Illumina library preparation protocols produce strikingly different microRNA (miRNA) expression profiles in the same batch of cells. There are 102 highly expressed miRNAs that are >5-fold differentially detected and some miRNAs, such as miR-24-3p, are over 30-fold differentially detected. While some level of bias in library preparation is not surprising, the apparent massive differential bias between these two widely used adapter sets is not well appreciated. In an attempt to mitigate this bias, the new Bioo Scientific NEXTflex V2 protocol utilizes a pool of adapters with random nucleotides at the ligation boundary. We show that this protocol is able to detect robustly several miRNAs that evade capture by the Illumina-based methods. While these analyses do not indicate a definitive gold standard for small RNA library preparation, the results of the NEXTflex protocol do correlate best with RT-qPCR. As increasingly more laboratories seek to study small RNAs, researchers should be aware of the extent to which the results may differ with different protocols, and should make an informed decision about the protocol that best fits their study.

## Introduction

Small RNAs, such as microRNAs (miRNAs), are important regulators of gene expression in a wide variety of normal biological and pathological processes (Couzin, 2008; Bartel, 2009). Numerous technologies, including quantitative PCR (qPCR), microarray, and deep sequencing, are presently in use for high-throughput miRNA profiling (Baker, 2010; Gunaratne et al., 2012; Pritchard et al., 2012). Though each of these methods has both advantages and limitations, deep sequencing has emerged as the gold standard for discovery and quantification of miRNAs, particularly for those that are of low abundance. Numerous small RNA library preparation protocols are currently available, including kits from Illumina, Applied Biosystems (ABI) SOLiD, New England BioLabs (NEB), and TriLink Biotechnologies (**Table 1**). Recent studies have demonstrated that each of these technologies harbors different limitations that lead to variable biases (Linsen et al., 2009; Tian et al., 2010).

**Table 1:** Current small RNA library preparation protocols and features.

Company	Protocol	Adapters	Adapter dimer removal	RNA input recommendations
Illumina	**V1.5**	Fixed	None	1-10 μg total RNA
Illumina	**TruSeq**	Fixed	None	1 μg total RNA
Applied BioSystems	SOLiD small RNA expression kit	Degenerate hybridization	None	0.25-1 μg total RNA
Bioo Scientific	**NEXTflex V2**	Degenerate	Excess 3′ adapter removal	1-10 μg total RNA
NEB	NEBNext	Fixed	Excess 3′ adapter removal	0.1-1 μg total RNA
TriLink Biotechnologies	CleanTag	Fixed	Chemically modified adapters	1 ng-1 μg total RNA
SeqMatic	TailorMix miRNA V2	Fixed	Advanced gel extraction	> 10 ng total RNA

*The protocols discussed in this study are in boldface font.*

A critical step in the preparation of a small RNA library for deep sequencing is the ligation of adapter sequences to both ends of small RNAs. These adapters provide the template for primer-based reverse transcription, amplification, and sequencing. The efficiency of adapter ligation to small RNAs is thought to depend on the adapter sequence, the ligase, and the nucleotide composition and secondary structures of the small RNAs (Hafner et al., 2011; Jayaprakash et al., 2011; Zhuang et al., 2012; Fuchs et al., 2015). Differences in adapter ligation efficiency among available protocols can drastically alter the perceived abundance of individual miRNAs.

Currently, the most widely used library preparation kits are those provided by Illumina. Illumina introduced the v1.5 small RNA library preparation method in February 2009 and the TruSeq method in November 2010. Because one critical difference between these methods is the adapter sequences, some level of differential bias between these two methods is expected. However, the extent of the bias has not been evaluated previously and could be important for guiding accurate comparison of miRNA expression results between these two methods.

To address this bias, a few new library preparation methods have been proposed. For example, one new protocol called NEXTflex V2 from Bioo Scientific uses a pool of adapters, each with random nucleotides (degenerate bases) at the ligation boundary (**Figure 1**). The idea behind this strategy is to increase the diversity of adapter sequences thereby increasing the chance that any given miRNA will be able to ligate efficiently, and thus mitigating the overall bias inherent to protocols that use only one set of adapters. As another example, a recent study (Fuchs et al., 2015) uses a 5′ adapter with a short subsequence that is fully complementary to a region within the 3′ adapter. The intent of this method is to encourage all ligated miRNAs to form the same circular RNA structure and thus mitigate structure-based bias across miRNAs.

**FIGURE 1:**
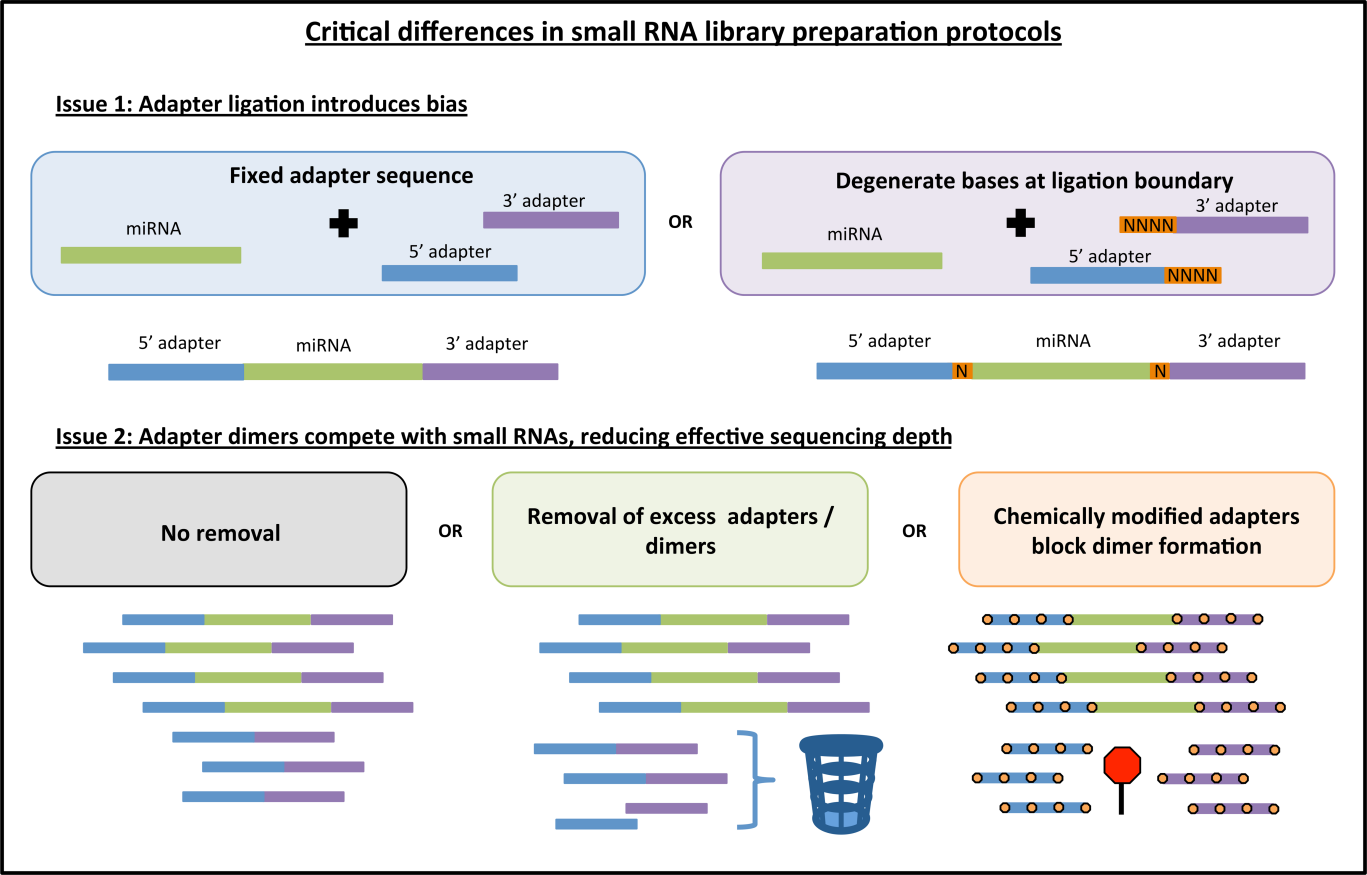
**Key differences among different commercially available library preparation kits for small RNA sequencing.** Some of the innovations in small RNA library preparation are highlighted here. First, current kits either use fixed adapter sequences or they introduce degenerate bases to both the 3′ and 5′ ligation boundary to improve adapter ligation efficiency. Second, adapter dimers can be generated causing a portion of sequenced reads to contain no insert. These dimers can be blocked or removed, thus increasing effective sequencing depth. Note: orange boxes indicating degenerate bases are not depicted in the adapter dimer graphic for the sake of simplicity.

Another important issue for small RNA library preparation is the formation of adapter dimers (**Figure 1**). An abundance of adapter dimers in small RNA libraries can lead to sequencing a substantial number of reads with no miRNA insert, thus effectively reducing the proportion of informative sequencing reads (Kawano et al., 2010). Currently available library preparation kits either (1) fail to address this issue or suggest more precise gel cutting to avoid the adapter dimer band, (2) use some method of eliminating excess 3′ adapter prior to the 5′ adapter ligation step, or (3) use chemically modified adapters that inhibit the formation of adapter dimers (**Figure 1**). Kits that address the issue of adapter dimers can typically produce high-quality results with a lower abundance of input RNA. As the field moves toward sequencing of sub-populations of cells or single cells, the adapter dimer issue will become increasingly important.

In this study, we directly compare the small RNA sequencing results between Illumina v1.5 and TruSeq. We also perform the sequencing on two different Illumina platforms (GAIIx and HiSeq) and at two different sequencing centers (UNC and NIH). While we expected some level of bias in the library preparation, the apparent extensive differential bias between these two widely used Illumina adapter sets is striking and not reported previously. For example, 50 highly expressed miRNA species are >10-fold differentially detected between v1.5 and TruSeq. This finding serves as an important caution, particularly to laboratories/facilities that used v1.5 but are now transitioning to the newer protocol. Finally, we compare these results to a library generated by a new protocol from Bioo Scientific that seeks to combat both adapter ligation bias and excessive adapter dimer formation. We show that this new protocol is able to detect miRNAs that evade capture by the more commonly used Illumina protocols, and also produces miRNA expression counts that are highly correlated with measurements acquired by RT-qPCR. The findings of this study add to the growing body of literature on bias in small RNA sequencing that merits continued investigation, particularly with regard to the development of strategies for bias remediation and improved miRNA quantification.

## Materials and Methods

### Sequencing and Bioinformatic Analysis

Mouse insulinoma (MIN6) cells were cultured as previously described (Baran-Gale et al., 2013). Cells were lysed and RNA was isolated using either the Norgen (ON, Canada) Total RNA Purification Kit (UNC) or TRIzol-mediated extraction (NIH). Only samples with an RNA Integrity Number (RIN) of 8 or higher, as measured by Agilent (Santa Clara, CA, USA) Bioanalyzer 2100, were considered for further analysis. Small RNA libraries were generated using either the Illumina v1.5 protocol or the Illumina TruSeq protocol. Single-end sequencing was performed on either the Illumina GAIIx or Illumina HiSeq 2000 platforms. One library was also generated using the Bioo Scientific NEXTflex V2 protocol. For libraries generated with either of the Illumina protocols, small RNA-seq reads were trimmed using cutAdapt (-O 10 –e 0.1) to remove remnants of the 3′-adapter sequence. For the library generated with the NEXTflex protocol, the first four and last four nucleotides of small RNA-seq reads were trimmed to remove the degenerate nucleotides in the adapters. Subsequent mapping of trimmed reads to the mouse genome and miRNA/isomiR quantification were performed exactly as previously described (Baran-Gale et al., 2013).

A 9 week old C57BL/6J female mouse was purchased from Jackson Laboratories (Bar Harbor, ME, USA) as part of a cohort of control mice for another study. This mouse was maintained on a 12 h light/dark cycle with access to a standard chow diet and H_2_O *ad libitum.* After a 10 day acclimation period, the control animal was weighed and injected via tail vein with RNase-free sterile saline (Bioo Scientific; Austin, TX, USA). Seven days after dosing with saline, the animal was fasted (overnight), sacrificed by cervical dislocation without anesthesia and organs were collected. The liver was flash frozen in liquid nitrogen and stored at -80°C until RNA was extracted using the Norgen (ON, Canada) Total RNA Purification kit. Libraries were generated using either the Illumina TruSeq or Bioo Scientific NEXTflex V2 protocols. All animal work was performed in accordance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals, and all studies were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of North Carolina at Chapel Hill.

### Real Time Quantitative PCR Analysis and Linear Regression

Mouse insulinoma cells were cultured and lysed as above and RNA was isolated using the Norgen Total RNA Purification Kit. Complementary DNA (cDNA) was synthesized using the TaqMan miRNA Reverse Transcription kit (Applied Biosystems; Grand Island, NY, USA) according to the manufacturer’s instructions. Real-time PCR amplification was performed using TaqMan miRNA assays in TaqMan Universal PCR Master Mix on a BioRad CFX96 Touch Real Time PCR Detection system (Bio-Rad Laboratories, Inc., Richmond, CA). Reactions were performed in triplicate using *U6* as the internal control. miRNA levels were expressed as relative quantitative values, which represent fold differences relative to miR-30e-5p (a miRNA we found to be among the least variable in expression across most library preparation protocols). All TaqMan assays used in this study where purchased from Applied Biosystems, Inc. (Grand Island, NY, USA) and include: mmu-miR-24-3p (4427975-000402), mmu-miR-27b-3p (4427975-000409), mmu-miR-29a-3p (4427975-002112), mmu-miR-375-3p (4427975-000564), miR-30e-5p (4427975-002223), and *U6* (4427975-001973).

Linear regression was used to examine the relationship among different miRNA detection methods (RT-qPCR, Illumina V1.5, Illumina TruSeq and Bioo Scientific NEXTflex V2) in terms of the expression levels of five miRNAs (miR-129-5p, miR-24-3p, miR-27b-3p, miR-29a-3p, and miR-375-3p). For this analysis the expression level of each miRNA was normalized to that of miR-30e-5p (a miRNA we found to be among the least variable in expression across most library methods). A linear model was created in which the relative expression as measured by method Y (RE_Y_) was modeled as a function of the relative expression as measured by method X (RE_X_). In this model (RE_Y_ = α + β ^∗^ RE_X_ + 𝜀), the term α represents the estimated expression level using method Y when the expression level is 0 using method X, β represents the weight applied to the expression as measured by method X, and 𝜀 represents the random error in the model. To assess the model fit, two additional factors are computed and shown: *R*^2^ (the fraction of variance that is explained by the model) and σ^2^ (the estimated variance of the random error, 𝜀).

## Results

We isolated RNA from a widely used pancreatic beta-cell-like cell line (MIN6) and performed small RNA-seq using four different methods: (1) Illumina v1.5 library preparation sequenced on GAIIx platform (v1.5-GAIIx), (2) Illumina TruSeq library preparation sequenced on GAIIx platform (TS-GAIIx), (3) Illumina TruSeq library preparation sequenced on HiSeq platform (TS-HiSeq), and (4) Bioo Scientific NEXTflex V2 library preparation sequenced on the HiSeq platform (NF-HiSeq). 

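MIN6 is a cell line derived from a mouse insulinoma, a tumor of insulin-secreting beta cells. In small RNA-seq, adapters are joined to both ends of short RNAs, which are then reverse transcribed, amplified and sequenced, and the protocols compared here differ in this library preparation. The MIN6 libraries analysed here were 3 TS-GAIIx libraries, 3 v1.5-GAIIx libraries and the single NF-HiSeq library; the TS-HiSeq libraries were not analysed here. For each library the authors deposited the genomic position of every distinct alignment with an expected count, in which a read with several equally good places was divided among them. These counts were not scaled for depth. In units of 1000000 reads, they summed to 6.92, 7.14 and 12.5 in the TS-GAIIx libraries, to 13.2, 12.4 and 10.8 in the v1.5-GAIIx libraries and to 25.6 in NF-HiSeq. In the same units, the paper's numbers of mapped reads (Supplementary Table S1) are 6.64, 6.85 and 12.0 for TS-GAIIx, 12.6, 11.9 and 10.4 for v1.5-GAIIx and 25.6 for NF-HiSeq. The sums of the counts exceeded these numbers by between 0.285% and 4.39%, for a reason that was not found, and all RPMM values computed here use the paper's numbers. Reads were 14 to 32 nt long in the GAIIx libraries and 14 to 39 nt long in NF-HiSeq. No pair of replicates was the same library deposited again, since the counts of highly expressed miRNAs differed between replicates by more than sampling noise, with a chi-square per degree of freedom from 29.3 to 102. The v1.5-GAIIx and TS-GAIIx libraries shared the platform, the facility and the date. NF-HiSeq differed from both in the RNA, the platform, the facility and the date as well as in the library preparation, so the MIN6 libraries alone do not separate these factors.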

TS-GAIIx and v1.5GAIIx were carried out at the NIH Intramural Sequencing Center (NISC) on June 25^th^, 2013; TS-HiSeq was performed at the UNC High throughout Sequencing Facility (HTSF) on June 6th, 2013; and NF-HiSeq was performed at the Genome Sequencing Facility (GSF) at Greehey Children’s Cancer Research Institute (GCCRI) in University of Texas Health Science Center at San Antonio (UTHSCSA) on March 24th, 2015. Three replicate small RNA libraries were generated for each of the first three methods, and one replicate was generated for the fourth method, yielding a total of ten small RNA-seq datasets (Supplementary Table S1). The NEXTflex library was prepared from the same RNA that was used to prepare one of the TruSeq libraries.

We used our previously published bioinformatic pipeline (Baran-Gale et al., 2013) to analyze the small RNA-seq reads in each dataset. 

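Reads were counted here by the position of their 5′ end, which is how Supplementary Table S2 separates reference miRNAs from 5′-shifted isomiRs. The deposited alignments carry chromosome names of the mouse mm9 style and no read sequences, and the paper's text does not name the genome build. Names were therefore given by finding the 5′ end at which the computed RPMM values equal those that the paper lists for a miRNA. All 358 entries of Supplementary Table S2 were placed at a 5′ end, 354 of them with equal values in all 7 MIN6 libraries. In this comparison and that of the liver libraries, computed values under 1 RPMM were treated as absent, so their size was not compared. Because the names were joined by value, this equality is partly by construction. In the liver libraries, which played no part in placing these entries, all 122 entries that Supplementary Table S3 shares with Supplementary Table S2 had equal values in both libraries. The mismatches that the alignments report were also matched to the 1174 miRNA hairpins of the GENCODE M21 annotation of the GRCm38 build, and 226 hairpins could be placed without the use of any name. Of the 358 entries, 329 lay on such a hairpin, and in all 329 cases the hairpin carried the name of the entry. The other 29 entries rest on their values alone, and 9 entries belong to precursor copies with the same values, whose loci are interchangeable. Positions of miRNAs are given in GRCm38, from the annotation of the hairpin, and were not converted from the positions in the alignments. A 5′ end up to 5 nt from that of a named miRNA was counted as an isomiR.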

Results of the 3′-adapter trimming and genome mapping are provided in Supplementary Table S1. The total number of reads across the ten datasets range from ∼17 million to ∼29 million (Supplementary Table S1). 

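The share of mapped reads with a 5′ end on a placed hairpin, or within the isomiR window of a named miRNA, was 69.8%, 73.3% and 72.9% in the 3 TS-GAIIx libraries and 77.8%, 78.5% and 81.6% in the 3 v1.5-GAIIx libraries. It was 86.3% in NF-HiSeq (95% Wilson interval 86.2% to 86.3%). These shares are minimum values, because reads on miRNAs that were not placed are left out. The choice that moved them most was to keep only alignments with a whole-number count. With it the share in NF-HiSeq became 51.6%, and those in the GAIIx libraries lay between 57.6% and 68.5%. This choice leaves out only part of the reads divided between several places, since a divided count can also be whole. In v1.5-GAIIx, miR-24-3p, with reads divided between its loci, fell only from 1.25 to 0.639 times the level of miR-30e-5p. The number of distinct mature miRNAs with a minimum number of reads was not analysed here.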

In each of the datasets, >70% of the alignable reads map to annotated miRNAs and >1000 distinct mature miRNAs are represented by at least ten reads. Among these miRNAs, 358 have a relative expression of at least 100 reads per million mapped reads (RPMM) in at least one library (Supplementary Table S2). We refer to these miRNAs as “highly expressed.” 

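Over the 7 MIN6 libraries analysed here, 353 miRNAs reached at least 100 RPMM in at least 1 library. Of these, 262 were reference miRNAs and 91 were 5′-shifted isomiRs or other starts. Precursor copies of a miRNA were listed separately, as in Supplementary Table S2, and merging them left 319 miRNAs. Summing all starts of a mature arm left 284. The number rose to 451 with a limit of 50 RPMM and fell to 155 with a limit of 500 RPMM. In NF-HiSeq, 12 of the 353 were listed at 0, against 3 that were listed at 0 in any of the 6 GAIIx libraries.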

To compare miRNA expression profiles across datasets, we correlated the expression profiles of these abundant miRNAs across all ten datasets.

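Across the 353 highly expressed miRNAs, the squared Pearson correlation of RPMM averaged 0.998 over the 3 pairs of TS-GAIIx libraries (range 0.997 to 0.999) and 0.996 over the 3 pairs of v1.5-GAIIx libraries (range 0.993 to 0.999). These are correlations across miRNAs within pairs of libraries, and miRNAs are not independent replicates. On the scale of log10(RPMM + 1) the averages were 0.997 and 0.998. The median coefficient of variation between replicates of a highly expressed miRNA was 5.19% for TS-GAIIx and 4.47% for v1.5-GAIIx. Restricting the counts to alignments with a whole-number count changed the averages most, to 0.986 within TS-GAIIx and 0.764 within v1.5-GAIIx.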

The miRNA expression profiles from biological replicates within each method are very highly correlated (average pairwise *r*^2^ > 0.99), clearly demonstrating that both the method of library preparation and the sequencing platform yield exceptionally reproducible results (**Figure 2A**). Furthermore, we also observe a very strong correlation (average pairwise *r*^2^ > 0.86) among TS-GAIIx and TS-HiSeq samples, but substantially lower correlation (average pairwise *r*^2^ ∼ 0.43) among TS-GAIIx (or TS-HiSeq) and v1.5-GAIIx samples (**Figure 2A**). These results indicate that neither sequencing platform (GAIIx vs. HiSeq) nor sequencing facility (UNC vs. NIH) is a major contributor to technical variation, but that the method of library preparation (TS vs. v1.5) is a significant factor (**Figure 2B**).

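Over the 9 pairs of a TS-GAIIx with a v1.5-GAIIx library, the average squared Pearson correlation was 0.432, with a range from 0.395 to 0.461 that lay wholly below the correlations between replicates. The value depended on how abundance was weighted. It was 0.582 on the log scale and 0.513 as the square of Spearman's rho, and it was 0.140 when the most abundant miRNA of the set was left out, the choice that moved it most.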

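The expected counts of the 353 highly expressed miRNAs were rounded to whole numbers and compared between the 3 v1.5-GAIIx and the 3 TS-GAIIx libraries, with the mapped reads as library sizes. By edgeR's quasi-likelihood test, 327 of the 353 miRNAs differed at a Benjamini-Hochberg adjusted p under 0.05, of which 200 were higher in v1.5-GAIIx and 127 were higher in TS-GAIIx. For 325 miRNAs (92.1%) the values of the 3 v1.5-GAIIx libraries did not overlap those of the 3 TS-GAIIx libraries, where chance gives 10%. With replicates this close, a difference of 1.07-fold was enough to be called. The median log2 fold change over the 353 miRNAs was 0.68 in favor of v1.5-GAIIx. When scaled to the reads on miRNAs it was 0.55, with 190 miRNAs higher in v1.5-GAIIx and 141 higher in TS-GAIIx. With edgeR's TMM factors this median became 0.16, with 171 miRNAs higher in v1.5-GAIIx and 162 higher in TS-GAIIx, and with DESeq2's size factors it became 0.08, with 165 miRNAs called in each direction. The number of miRNAs called changed most when no filter on expression was applied, to 1145 of 2900. From the high correlation among TruSeq libraries of both platforms and facilities and the low correlation of TruSeq with v1.5, the paper concludes that the library preparation, rather than the platform or the facility, is a significant factor in technical variation. The comparison of platforms and facilities was not analysed here.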

**FIGURE 2:**
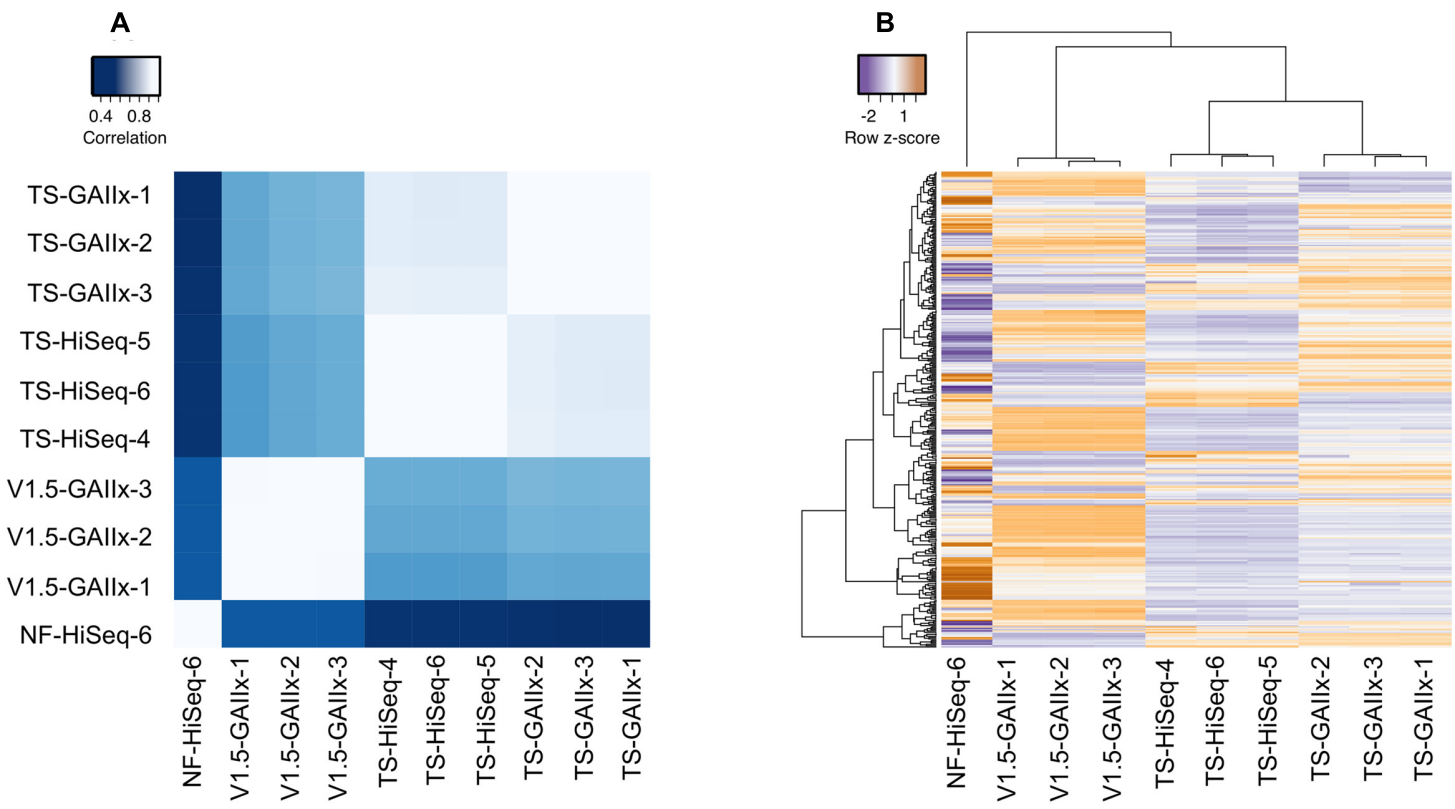
**Comparison of miRNA expression profiles among different library preparation protocols reveals massive differential bias.** A comparison of the following four methods is shown: Illumina v1.5 library preparation sequenced on GAIIx platform (v1.5_GAIIx), Illumina TruSeq library preparation sequenced on GAIIx platform (TS_GAIIx), Illumina TruSeq library preparation sequenced on HiSeq platform (TS_HiSeq) and Bioo Scientific NEXTflexV2 library preparation sequenced on the HiSeq platform (NF-HiSeq). Three biological replicate small RNA libraries were generated for each of the first three methods and one replicate was generated for the NF-HiSeq method. **(A)** Correlation of miRNA profiles between each pair of datasets (correlation values were calculated by Pearson’s metric). Similar results were obtained with Spearman’s correlation coefficient, rho (data not shown). White and blue colors indicate strongest and weakest correlation, respectively. **(B)** miRNA expression profiles across all 10 samples. Hierarchical clustering was used to identify samples with closely related expression profiles. Expression is represented as *z*-score, indicating the number of standard deviations below (purple) or above (orange) the mean across all ten libraries. Both **(A,B)** used only the set of miRNAs identified as “highly expressed” (*n* = 358).

Only 7 out of the 358 highly expressed miRNAs included in the correlation analysis are >10-fold differentially detected between TS-GAIIx and TS-HiSeq (**Figure 3A**, Supplementary Figure S1). Moreover, most of these differentially detected miRNAs are on the lower end of the expression spectrum (Supplementary Table S2). In stark contrast, when comparing TS-GAIIx with v1.5-GAIIx, 50 miRNAs are >10-fold differentially detected and 102 are >5-fold differentially detected (**Figure 3B**). 

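With 1 RPMM added to the mean of each group, 48 of the 353 highly expressed miRNAs (13.6%) differed by more than 10-fold between v1.5-GAIIx and TS-GAIIx, and 100 (28.3%) by more than 5-fold. On the paper's own list of 358 miRNAs the counts were 50 and 102, which are not independent of the paper's, because 1 RPMM was chosen from 4 rules for low values as the one that gave the paper's counts from its Supplementary Tables. Each of the 48 and of the 100 had an adjusted p under 0.05 in the test across all 353 miRNAs, and none showed an overlap between the 3 v1.5-GAIIx and the 3 TS-GAIIx libraries. The 48 comprised 37 reference miRNAs and 11 isomiRs. With precursor copies counted once, the 37 reference miRNAs had 33 distinct names. In 25 of the 38 that were higher in v1.5-GAIIx, the mean in TS-GAIIx was under 100 RPMM. The choice that moved the counts most was the expression limit, and among the 155 miRNAs of at least 500 RPMM the counts were 23 and 46. With 1 RPMM added, the largest fold changes in favor of v1.5-GAIIx among reference miRNAs were those of miR-380-5p, miR-3068-5p and miR-20a-5p. This list depended on the added constant. With 5 RPMM added, miR-24-3p, at 35.4-fold, lay above miR-380-5p, at 19.6-fold. miR-380-5p (ATGGTTGACCATAGAACATGCG, from Mir380 on chromosome 12 of GRCm38 at 109711803 to 109711863) rose from 1.47 ± 0.548 RPMM (SD, n = 3) in TS-GAIIx to 122 ± 14.3 RPMM (SD, n = 3) in v1.5-GAIIx. This 49.6-fold difference depended on the added constant because TS-GAIIx held only 6 to 19 reads per library, and it was 77.5-fold with 0.1 RPMM added and 19.6-fold with 5 RPMM added. miR-3068-5p was at 4.64 ± 1.32 RPMM in TS-GAIIx and 242 ± 11 RPMM in v1.5-GAIIx (SD, n = 3 each), a 43.1-fold difference. miR-20a-5p, from the cluster on chromosome 14, was at 12.2 ± 0.580 RPMM and 514 ± 19.7 RPMM (SD, n = 3 each), a 38.9-fold difference.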

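Of the 48 miRNAs that differed by more than 10-fold, 38 (79.2%) were higher in v1.5-GAIIx and 10 were higher in TS-GAIIx. Of the 100 that differed by more than 5-fold, 73 (73.0%) were higher in v1.5-GAIIx and 27 were higher in TS-GAIIx. These splits refer to RPMM, and they changed with the scaling. When scaled to the reads on miRNAs, 79.2% of the miRNAs over 10-fold and 65.8% of those over 5-fold were still higher in v1.5-GAIIx. After scaling by the factors of TMM, 24 of 43 miRNAs over 10-fold (55.8%) and 53 of 99 over 5-fold (53.5%) were higher in v1.5-GAIIx, and 34 of the 43 were among the 48. After scaling by the size factors of DESeq2, 23 of 42 over 10-fold (54.8%) and 50 of 98 over 5-fold (51.0%) were higher in v1.5-GAIIx, and 33 of the 42 were among the 48. Both of these methods assume that most miRNAs do not differ between the groups.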

Strikingly, ∼80% (*n* = 40/50) of the former and ∼74% (*n* = 75/102) of the latter set of miRNAs are present at greater abundance in the samples prepared by v1.5 compared to the samples prepared by TruSeq (**Figure 3B**). These miRNAs include several that are known regulators of beta cell development and function, including miR-24-3p (Zhu et al., 2013), miR-29b-3p (Pullen et al., 2011), and miR-200c-3p (Liao et al., 2013), which are ∼36-fold, ∼31-fold, and ∼13-fold more highly detected in the samples prepared by v1.5, respectively. miR-24-3p is among the ten most highly expressed miRNAs in MIN6 cells according to v1.5, but is consistently not even in the top hundred according to TruSeq (Supplementary Table S2). It is worth noting that despite the overall bias toward higher miRNA expression levels in samples prepared by v1.5, a few miRNAs are more highly detected in samples prepared by TruSeq (**Figure 3B**). For example, miR-26a-5p, which is known to have functional relevance in the beta cell (Melkman-Zehavi et al., 2011), is among the ten most highly expressed miRNAs in MIN6 cells according to TruSeq, but is scarcely in the top fifty according to v1.5 (Supplementary Table S2).

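miR-24-3p has the sequence TGGCTCAGTTCAGCAGGAACAG and arises from Mir24-1 on chromosome 13 (63301208 to 63301275, plus strand) and Mir24-2 on chromosome 8 (84208815 to 84208921, plus strand) of GRCm38, both annotated as miRNA genes. The hairpin of Mir24-1 reads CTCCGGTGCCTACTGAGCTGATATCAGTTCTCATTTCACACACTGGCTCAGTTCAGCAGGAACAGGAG. Reads of miR-24-3p map to both loci and were divided between them, so its values are those of 1 copy. It was at 406 ± 6.04 RPMM (SD, n = 3) in TS-GAIIx and 14517 ± 906 RPMM (SD, n = 3) in v1.5-GAIIx, a 35.7-fold difference. Its log2 fold change was 5.16 (standard error 0.0604, adjusted p = 3.17e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives this log2 fold change ranged from 4.55, with the size factors of DESeq2, to 6.00, with whole-number counts only. miR-29b-3p (TAGCACCATTTGAAATCAGTGTT), given here for the copy Mir29b-2 on chromosome 1 (195037040 to 195037120, plus strand), was at 156 ± 11.4 RPMM in TS-GAIIx and 4728 ± 353 RPMM in v1.5-GAIIx (SD, n = 3 each), a 30.1-fold difference. Its log2 fold change was 4.92 (standard error 0.0785, adjusted p = 1.25e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its other copy, Mir29b-1 on chromosome 6, shares its reads and differed by 30.5-fold. miR-200c-3p (TAATACTGCCGGGTAATGATGGA), from the single locus Mir200c on chromosome 6 (124718322 to 124718390, minus strand), was at 1942 ± 99.6 RPMM in TS-GAIIx and 25764 ± 315 RPMM in v1.5-GAIIx (SD, n = 3 each), a 13.3-fold difference. Its log2 fold change was 3.73 (standard error 0.0521, adjusted p = 7.39e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference of miR-200c-3p fell under 10-fold after scaling, to 9.11-fold with the factors of TMM and 8.67-fold with the size factors of DESeq2. That of miR-29b-3p fell to 20.9-fold and 19.8-fold, in the same order. For each of miR-24-3p, miR-29b-3p and miR-200c-3p, every v1.5-GAIIx library lay above every TS-GAIIx library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Among reference miRNAs with precursor copies listed separately, miR-24-3p ranked 98 or 99 in the TS-GAIIx libraries and 13 or 14 in the v1.5-GAIIx libraries. With copies merged it ranked 70 or 71 in TS-GAIIx and 6 or 7 in v1.5-GAIIx.

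**Figure D1:**
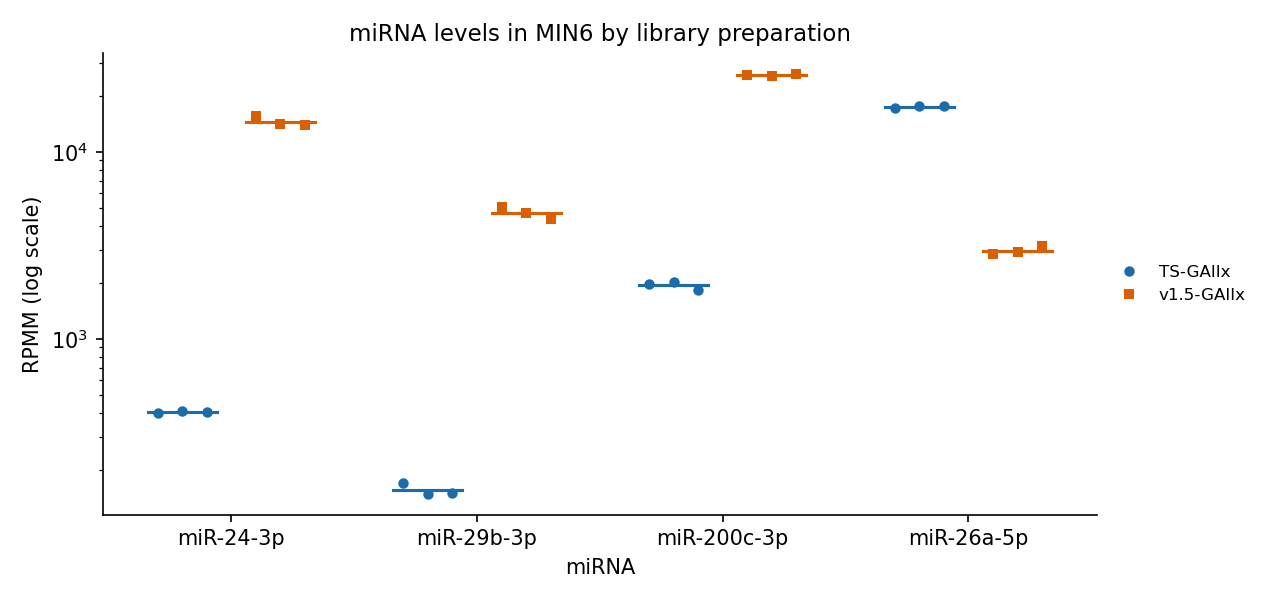
Expression of miR-24-3p, miR-29b-3p, miR-200c-3p and miR-26a-5p in RPMM (logarithmic axis) in TS-GAIIx and v1.5-GAIIx, with each point a library (n = 3 per group) and each line the mean of the group. The mean of miR-24-3p lies at 406 RPMM in TS-GAIIx and 14517 RPMM in v1.5-GAIIx, while that of miR-26a-5p lies at 17481 RPMM in TS-GAIIx and 2965 RPMM in v1.5-GAIIx.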

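With 1 RPMM added, the largest differences in favor of TS-GAIIx among reference miRNAs were those of miR-421-3p, miR-671-3p and miR-92b-3p. miR-421-3p (ATCAACAGACATTAATTGGGCGC, from Mir421 on chromosome X of GRCm38 at 103572921 to 103572996) was at 1667 ± 27.2 RPMM in TS-GAIIx and 93.5 ± 5.41 RPMM in v1.5-GAIIx (SD, n = 3 each), 17.6-fold higher in TS-GAIIx. miR-671-3p (TCCGGTTCTCAGGGCTCCACC, from Mir671 on chromosome 5 at 24592114 to 24592211) was at 193 ± 12.9 RPMM and 12.5 ± 0.342 RPMM (SD, n = 3 each), 14.4-fold higher in TS-GAIIx. miR-92b-3p, whose hairpin was not placed on GRCm38, was at 118 ± 5.84 RPMM and 8.09 ± 0.679 RPMM (SD, n = 3 each), 13.1-fold higher in TS-GAIIx. The log2 fold changes of v1.5-GAIIx over TS-GAIIx in the edgeR fit were -4.16, -3.95 and -3.87, and at most -3.81 in the edgeR fits of all alternatives. The ratios of means depended on the added constant, and with 5 RPMM added the ratio of v1.5-GAIIx to TS-GAIIx was 0.0884 for miR-671-3p and 0.106 for miR-92b-3p, the latter less than a 10-fold difference. The order of the miRNAs therefore also depended on the constant. miR-22-3p, which is named here after its values had been seen, was at 42310 ± 259 RPMM in TS-GAIIx and 3233 ± 423 RPMM in v1.5-GAIIx (SD, n = 3 each), 13.1-fold higher in TS-GAIIx with 1 RPMM added and still 13.1-fold with 5 RPMM added.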

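miR-26a-5p has the sequence TTCAAGTAATCCAGGATAGGCT and arises from Mir26a-2 on chromosome 10 (126995530 to 126995613, plus strand) and Mir26a-1 on chromosome 9 (119031796 to 119031885, plus strand) of GRCm38. Reads that map to both loci were divided between them. The copy Mir26a-2 was at 17481 ± 343 RPMM (SD, n = 3) in TS-GAIIx and 2965 ± 143 RPMM (SD, n = 3) in v1.5-GAIIx, 5.89-fold higher in TS-GAIIx. Its log2 fold change of v1.5-GAIIx over TS-GAIIx was -2.56 (standard error 0.0490, adjusted p = 4.27e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When only alignments with a whole-number count were used its ranks fell, and a log2 fold change of -2.24 (standard error 1.84) no longer passed the threshold (adjusted p = 0.307 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all alternatives from 6.58e-15 to 0.307). Under the other alternatives the log2 fold change lay between -3.18 and -2.53 and passed it. miR-26a-5p ranked 7 in each TS-GAIIx library and between 46 and 49 in the v1.5-GAIIx libraries with precursor copies listed separately, or 4 and 27 with copies merged.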

**FIGURE 3:**
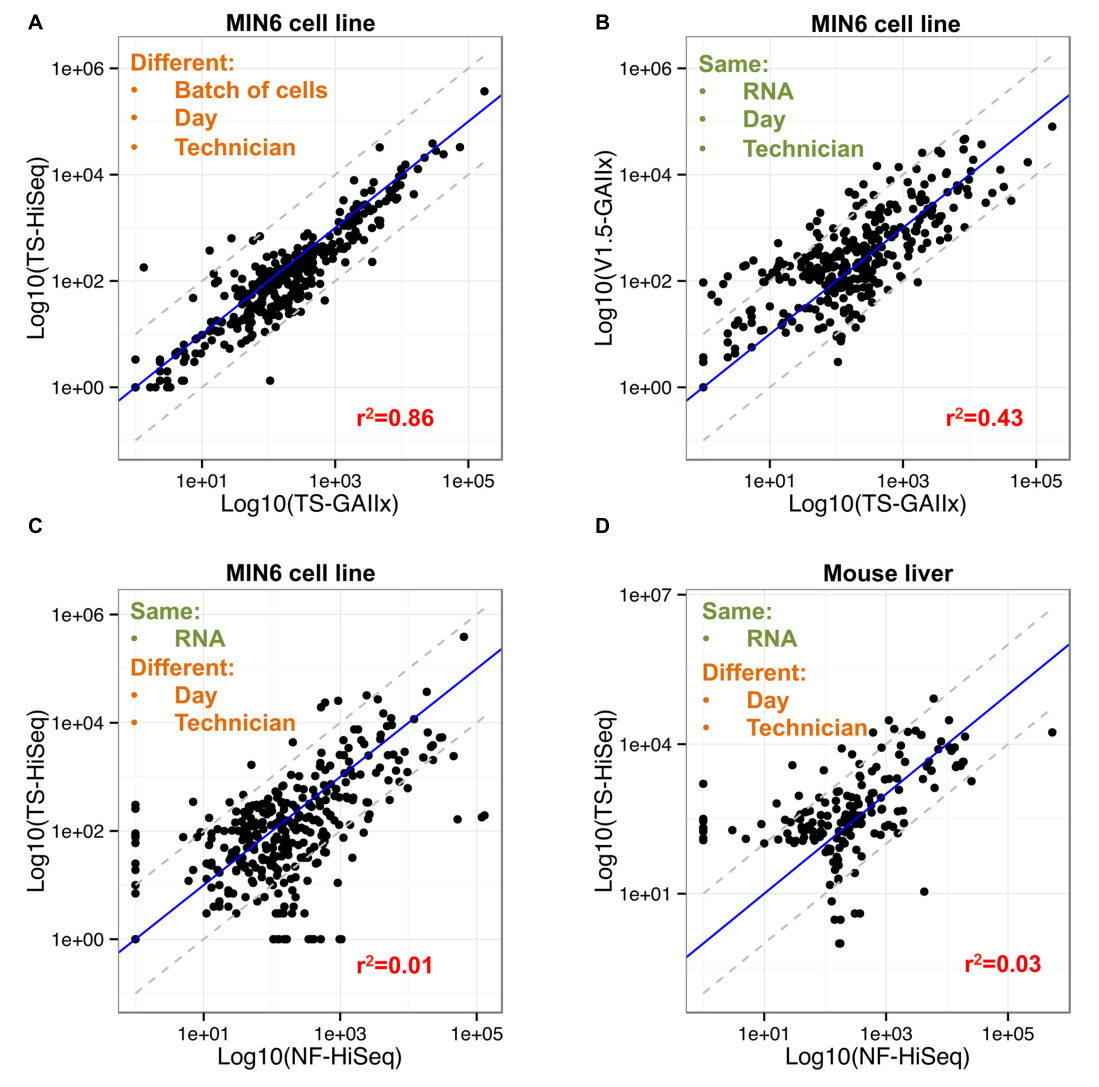
**Fifty of the most abundant miRNAs are greater than ten-fold differentially detected between Illumina v1.5 and TruSeq. (A)** Comparison of relative expression levels of miRNAs in MIN6 (*n* = 358) between the GAIIx and HiSeq sequencing platforms with libraries prepared by TruSeq (TS) is shown. Each data point represents the average relative expression level for an individual miRNA across three biological replicates. **(B)** Comparison of relative expression levels of miRNAs in MIN6 (*n* = 358) between the v1.5 and TruSeq (TS) library preparation methods is shown. Each data point represents the average relative expression level for an individual miRNA across three biological replicates. **(C,D)** Comparison of relative expression levels of miRNAs in MIN6 (*n* = 358, **C**) and mouse liver (*n* = 178, **D**) between the TruSeq (TS) and NEXTflex (NF) library preparation methods is shown. Each data point represents the average relative expression level for an individual miRNA across three biological replicates **(A,B)**, or one biological replicate **(C,D)**. Relative miRNA expression levels were calculated according to the following: log_10_ (mean(miRNA RPMM)), where RPMM is reads per million mapped reads. Pearson correlation values are displayed in red text within each panel, and gray dashed lines denote 10-fold differential expression.

We also used the new Bioo Scientific NEXTflex V2 protocol to prepare and sequence another small RNA library (NF-HiSeq-6) from the same MIN6 RNA that we had used previously for the preparation of a library by TruSeq (TS-HiSeq-6). 

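The NF-HiSeq library had the largest depth of the MIN6 libraries but the fewest distinct alignments, 251879 against 551421 to 1276146 in the GAIIx libraries, which came to 102 reads per distinct alignment against 10.3 to 15.2. Some read sequences that would be present at this depth were missing from it. At 5′ ends with at least 100 exact reads of both a shorter and a longer length, reads of the length between were absent in 94 of 991 cases (9.49%), against 0 cases in each of the 6 GAIIx libraries. A miRNA listed at 0 in NF-HiSeq is therefore reported as such, with no upper limit on its level. With a single NF-HiSeq library there is no replicate check, and no test between protocols was made. Confidence intervals of ratios (95%, exact binomial, from the pooled reads of a group) cover counting error only, since amplified reads without molecular identifiers are not independent molecules.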

The miRNA expression profiles produced by the two different library preparation methods are very poorly correlated (*r*^2^ ∼ 0.1; **Figure 2A**). The miRNA profile produced by NEXTflex V2 is completely different from that of Illumina v1.5 as well (**Figures 2A,B**). 

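Across the 353 highly expressed miRNAs, the squared Pearson correlation of NF-HiSeq with the 3 v1.5-GAIIx libraries averaged 0.169 (range 0.167 to 0.170). It was 0.323 on the log scale and 0.301 as the square of Spearman's rho. With 1 RPMM added, 74 of the 353 (21%) differed by more than 10-fold, 33 of them higher in NF-HiSeq and 41 higher in v1.5-GAIIx, and 11 of the 74 were listed at 0 in NF-HiSeq. At a limit of 500 RPMM the count was 28 of 155. Apart from miR-7a-5p, the reference miRNAs with the largest differences in favor of NF-HiSeq were miR-122-5p and miR-669c-5p. miR-122-5p was at 128 RPMM in NF-HiSeq and 2.01 ± 0.332 RPMM (SD, n = 3) in v1.5-GAIIx, 42.7-fold higher, or from 18.9-fold with 5 RPMM added to 60.5-fold with 0.1 RPMM added. Its level in NF-HiSeq was far above that in any of the GAIIx libraries (0.151 to 2.38 RPMM). A small carry-over of reads from the NEXTflex V2 liver library remains a candidate explanation, as does more efficient capture by this protocol. miR-669c-5p (ATAGTTGTGTGTGGATGTGTGTAT, from Mir669c on chromosome 2 of GRCm38 at 10509296 to 10509404) was at 920 RPMM against 23.9 ± 1.45 RPMM (SD, n = 3), 37.0-fold higher. In the other direction, miR-362-5p, miR-500-3p and miR-409-5p were at 239 ± 16.4, 154 ± 7.11 and 129 ± 1.55 RPMM in v1.5-GAIIx (SD, n = 3 each) and were listed at 0 in NF-HiSeq. Among the miRNAs named by the paper, let-7b-5p was 4.15-fold higher in NF-HiSeq than in v1.5-GAIIx, while miR-375-3p and miR-24-3p were at 0.810 and 0.177 times their level in v1.5-GAIIx.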

A total of 75 out of the 358 highly expressed miRNAs, including several with important functions in pancreatic beta cells, are > 10-fold differentially detected between TS-HiSeq and NF-HiSeq (**Figure 3C**). For example, the miR-7 family of miRNAs, which regulates insulin secretion in beta cells (Latreille et al., 2014), evades detection by the Illumina library preparation methods but is robustly detected by the NEXTflex V2 protocol. 

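The 5′ arm of the miR-7 family comprises miR-7a-5p (TGGAAGACTAGTGATTTTGTTGTT) and miR-7b-5p (TGGAAGACTTGTGATTTTGTTGTT). miR-7a-5p arises from Mir7-1 on chromosome 13 (58392779 to 58392886, minus strand) and Mir7-2 on chromosome 7 (78888277 to 78888373, plus strand), and miR-7b-5p from Mir7b on chromosome 17 (56242988 to 56243098, plus strand) of GRCm38. Reads of miR-7a-5p that map to both of its loci were divided between them. At the locus Mir7-1 it was at 463 ± 58.8 RPMM (SD, n = 3) in TS-GAIIx, 2413 ± 108 RPMM (SD, n = 3) in v1.5-GAIIx and 130070 RPMM in NF-HiSeq. The log2 fold change of v1.5-GAIIx over TS-GAIIx was 2.38 (standard error 0.0856, adjusted p = 4.02e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-7a-5p was 53.9-fold higher in NF-HiSeq than in v1.5-GAIIx (ratio of the reads 53.8, 95% interval 53.4 to 54.1). This fold was 8.21 when only alignments with a whole-number count were used, and at most 55.0 under the other alternatives. miR-7b-5p was at 361 ± 21.4 RPMM (SD, n = 3) in TS-GAIIx, 1724 ± 35.8 RPMM (SD, n = 3) in v1.5-GAIIx and 52492 RPMM in NF-HiSeq. Its log2 fold change of v1.5-GAIIx over TS-GAIIx was 2.25 (standard error 0.0550, adjusted p = 1.84e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 30.4-fold higher in NF-HiSeq than in v1.5-GAIIx. Both miRNAs stayed higher in v1.5-GAIIx than in TS-GAIIx under every scaling that was tried. The differences between NF-HiSeq and the GAIIx means were many times the SD between GAIIx replicates, while the spread between NEXTflex V2 libraries is unknown.

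**Figure D2:**
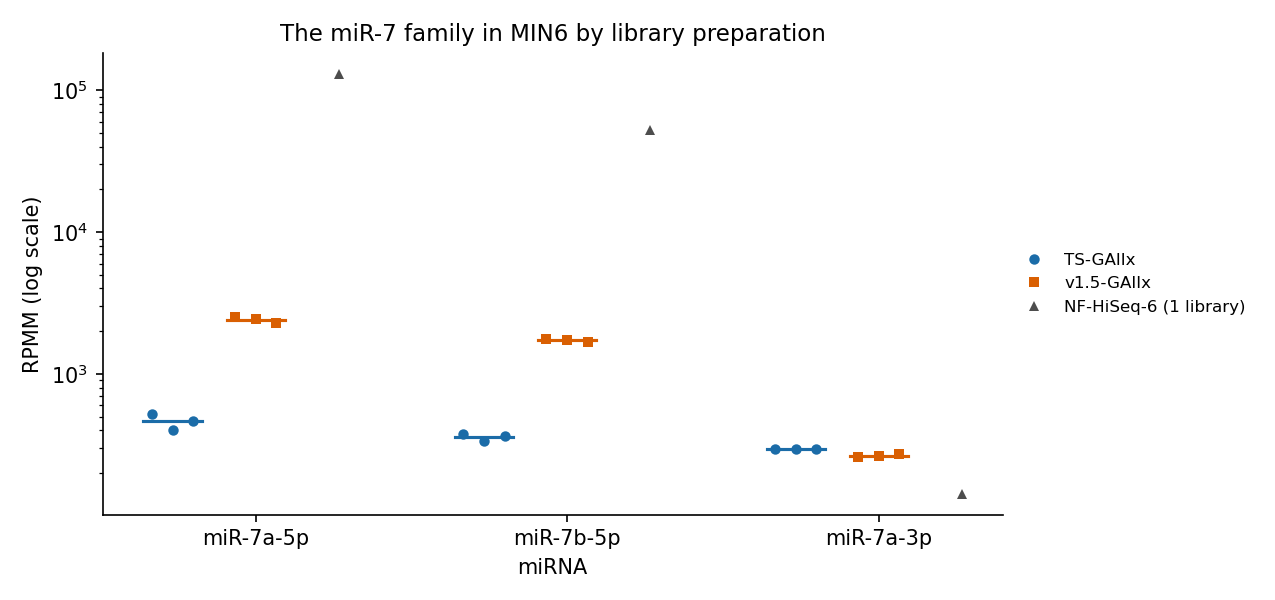
Expression of miR-7a-5p, miR-7b-5p and miR-7a-3p in RPMM (logarithmic axis) in TS-GAIIx and v1.5-GAIIx (3 libraries each) and NF-HiSeq-6 (1 library), with each point a library and each line the mean of a group. miR-7a-5p lies at 130070 RPMM and miR-7b-5p at 52492 RPMM in NF-HiSeq-6, above all GAIIx libraries, while miR-7a-3p lies at 143 RPMM, below them.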

Strikingly, miR-7a-3p is ∼670-fold more highly detected by NEXTflex V2 than by TruSeq, and ∼50-fold more highly detected by NEXTflex V2 than by v1.5. 

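miR-7a-3p (CAACAAGTCCCAGTCTGCCACA), the 3′ arm of the hairpin Mir7-2, was at 297 ± 1.31 RPMM (SD, n = 3) in TS-GAIIx, 266 ± 5.18 RPMM (SD, n = 3) in v1.5-GAIIx and 143 RPMM, from 3664 reads, in NF-HiSeq. It was thus 0.541 times as high in NF-HiSeq as in v1.5-GAIIx (ratio of the reads 0.540, 95% interval 0.520 to 0.562). The log2 fold change of v1.5-GAIIx over TS-GAIIx was -0.16 (standard error 0.0475, adjusted p = 0.00843 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it did not pass the threshold when v1.5 replicate 2 was left out (adjusted p = 0.0503 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all alternatives from 5.82e-08 to 0.0503). The hairpin reads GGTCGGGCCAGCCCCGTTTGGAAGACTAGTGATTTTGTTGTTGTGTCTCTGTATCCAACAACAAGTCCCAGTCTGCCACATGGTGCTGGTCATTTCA, with the 5′ arm at 78888295 to 78888318 and the 3′ arm at 78888335 to 78888356 of chromosome 7. A comparison with TS-HiSeq was not analysed here.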

Other miRNAs implicated in the control of beta cell function such as let-7b-5p (Frost and Olson, 2011; Pullen et al., 2011; Roggli et al., 2012) and miR-24-3p (Zhu et al., 2013) are ∼19-fold and ∼15-fold more highly detected by NEXTflex V2 than by TruSeq, respectively. It is worth noting that not all miRNAs are more highly detected by the NEXTflex V2 method. For example, miR-375-3p (another miRNA critical to beta cell function; Poy et al., 2004, 2009) is detected at levels ∼6-fold lower by NEXTflex V2 than by TruSeq, although it is still identified as one of the most highly expressed miRNAs.

To test whether the differences in miRNA expression profiles between TruSeq and NEXTflex V2 library preparation methods are unique to MIN6 or cell culture, we repeated the analysis with RNA from mouse liver tissue. Specifically, we prepared two separate small RNA libraries, using the TruSeq and NEXTflex V2 protocols, from the same mouse liver RNA and then performed sequencing on the HiSeq platform. 

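The liver data comprised 1 TruSeq library (TS-HiSeq-ML) and 1 NEXTflex V2 library (NF-HiSeq-ML) of the same RNA, deposited as positions with expected counts like the MIN6 libraries. In units of 1000000 reads, the counts summed to 17.9 in TS-HiSeq-ML and 14.4 in NF-HiSeq-ML, against 16.5 and 14.4 mapped reads in Supplementary Table S1. Reads of 18 to 25 nt made up 55.9% of the counts in TS-HiSeq-ML and 88.1% in NF-HiSeq-ML. The share of mapped reads on miRNAs was at least 49.2% (95% Wilson interval 49.2% to 49.2%) in TS-HiSeq-ML and 83.6% (95% Wilson interval 83.6% to 83.6%) in NF-HiSeq-ML, so scaling to the mapped reads and scaling to the reads on miRNAs differ between these libraries. NF-HiSeq-ML also lacked read sequences, with 88 of 788 intermediate lengths absent (11.2%) against 0 of 1155 in TS-HiSeq-ML. There is no replicate, so no test between the protocols was made.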

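In the liver, 179 miRNAs reached at least 100 RPMM in at least 1 of the 2 libraries. With 1 RPMM added, 40 of them (22.3%) differed by more than 10-fold, 11 higher in NF-HiSeq-ML and 29 higher in TS-HiSeq-ML, and 5 of the 40 were listed at 0 in NF-HiSeq-ML. The count depended on the expression limit, the summing of starts and the scale. It was 17 of 84 at 500 RPMM, 21 of 136 with the starts of an arm summed, and 67 of 226 when scaled to the reads on miRNAs, with 12 of the 67 higher in NF-HiSeq-ML and 55 higher in TS-HiSeq-ML. The squared Pearson correlation across the 179 miRNAs was 0.0288, or 0.245 on the log scale. Among reference miRNAs, the largest differences in favor of NF-HiSeq-ML were those of miR-29a-3p and miR-7a-5p, whose order depended on the added constant. miR-29a-3p (TAGCACCATCTGAAATCGGTT) had 8 reads in TS-HiSeq-ML and 2526 reads in NF-HiSeq-ML, or 0.485 and 176 RPMM, a 119-fold difference with 1 RPMM added (ratio of the reads without a constant 362, 95% interval 183 to 839). miR-7a-5p had 56 reads, or 3.37 RPMM, in TS-HiSeq-ML and 372 RPMM in NF-HiSeq-ML, an 85.5-fold difference with 1 RPMM added. With 5 RPMM added, an alternative chosen after the data had been seen, the differences were 32.9-fold for miR-29a-3p and 45.1-fold for miR-7a-5p. In the other direction, miR-10b-5p had 26414 reads in TS-HiSeq-ML and 4 reads in NF-HiSeq-ML, miR-142-5p fell from 3777 to 27.7 RPMM, and miR-802-3p was at 129 RPMM in TS-HiSeq-ML and listed at 0 in NF-HiSeq-ML.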

Out of the 178 highly expressed miRNAs in the mouse liver, 40 were >10-fold differentially detected between the TS-HiSeq-ML and NF-HiSeq-ML libraries (**Figure 3D**; Supplementary Table S3). Included in this list is miR-122, which has a critical role in liver biology and disease (Tsai et al., 2012; Bandiera et al., 2015). This miRNA is detected ∼31-fold more highly with NEXTflex V2 protocol. 

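miR-122-5p (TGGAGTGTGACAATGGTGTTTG) arises from Mir122 on chromosome 18 of GRCm38 (65248861 to 65248926, plus strand), a hairpin of the sequence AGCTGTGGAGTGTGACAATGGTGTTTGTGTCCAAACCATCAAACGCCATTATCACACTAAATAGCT. It had 284331 reads, or 17244 RPMM, in TS-HiSeq-ML and 7660917 reads, or 532452 RPMM, in NF-HiSeq-ML, where it made up 53.2% of all mapped reads (95% Wilson interval 53.2% to 53.3%). The difference was 30.9-fold (95% interval of the ratio of the reads 30.8 to 31.0). When scaled to the reads on miRNAs it was 18.2-fold, the alternative that moved it most. Because a single miRNA took more than all others together in NF-HiSeq-ML, the values of the others in that library are lowered accordingly.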

In sum, ∼20% of highly detected miRNAs are >10-fold differentially detected between the two protocols in both cell lines (MIN6) and primary tissue (mouse liver).

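In MIN6, 84 of the 353 highly expressed miRNAs (23.8%) differed by more than 10-fold between NF-HiSeq and TS-GAIIx, which also differ in platform and RNA, with 42 higher in each. Of these 84, 10 were listed at 0 in NF-HiSeq. The paper repeated the comparison in liver to ask whether the differences are limited to MIN6 or to cell culture, and states a share of ∼20% for both.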

Finally, we selected five miRNAs highly expressed in MIN6 cells, miR-129-5p, miR-24-3p, miR-27b-3p, miR-29a-3p, and miR-375-3p for quantification by TaqMan-based real time reverse transcriptase quantitative PCR (RT-qPCR; **Figure 4A**). To facilitate a comparison of the findings between RT-qPCR and the sequencing methods, we normalized the expression levels of each miRNA to that of miR-30e-5p, which is highly expressed and among the least variable across the ten small RNA-seq datasets. 

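miR-30e-5p (TGTAAACATCCTTGACTGGAAGCT, from Mir30e on chromosome 4 of GRCm38 at 120772606 to 120772697) was at 10444 ± 912 RPMM in TS-GAIIx and 11655 ± 526 RPMM in v1.5-GAIIx (SD, n = 3 each) and at 5723 RPMM in NF-HiSeq. Its log2 fold change of v1.5-GAIIx over TS-GAIIx was 0.16 (standard error 0.0650, adjusted p = 0.0395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The direction depended on the scaling and became -0.38 with the factors of TMM and -0.46 with the size factors of DESeq2. Relative to miR-30e-5p, miR-129-5p was at 0.0422 ± 0.00374 in TS-GAIIx, 0.0777 ± 0.00157 in v1.5-GAIIx and 0.144 in NF-HiSeq (SD, n = 3 for each GAIIx group here and for the other miRNAs). miR-24-3p was at 0.0390 ± 0.00307, 1.25 ± 0.136 and 0.448, in the same order. miR-27b-3p was at 7.19 ± 0.607, 1.47 ± 0.0142 and 0.426. miR-29a-3p was at 0.426 ± 0.0302, 0.888 ± 0.0574 and 1.15. miR-375-3p was at 16.7 ± 0.692, 6.87 ± 0.317 and 11.3. For all 5 miRNAs the 3 v1.5-GAIIx and the 3 TS-GAIIx values did not overlap (two-sided exact permutation test on log10 values, p = 0.1 for each, which 3 libraries against 3 cannot go below). The values of miR-129-5p and miR-24-3p are those of 1 of their 2 precursor copies. The RT-qPCR measurements were not analysed here.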

The sequencing method that the RT-qPCR results more closely resemble depends on the miRNA. For example, qPCR-based expression for miR-24-3p best matches that of v1.5, whereas for miR-27b-3p it best matches that of NEXTflex V2. 

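Linear models of relative expression were fitted here to the 5 miRNAs, with the mean of each GAIIx group and the value of NF-HiSeq, for the pairs of sequencing methods only. In these models miR-129-5p and miR-24-3p entered with a single precursor copy. NF-HiSeq modeled on v1.5-GAIIx had an intercept α of -1, a slope β of 1.76, a residual variance σ² of 1.11 and an R² of 0.964. NF-HiSeq modeled on TS-GAIIx had an α of -0.226, a β of 0.599, a σ² of 5.85 and an R² of 0.813. TS-GAIIx modeled on v1.5-GAIIx had an α of -0.452, a β of 2.53, a σ² of 8.18 and an R² of 0.885. The relative expression of miR-375-3p is far above that of the other miRNAs, and the fits of NF-HiSeq rest on it. Without it the slope of NF-HiSeq on TS-GAIIx was -0.0161 with an R² of 0.0174, and the slope of NF-HiSeq on v1.5-GAIIx was 0.197 with an R² of 0.0791. The slope of TS-GAIIx on v1.5-GAIIx rose to 3.48, with an R² of 0.367.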

We next generated a mathematical model to describe the linear relationship in miRNA expression between each pair of miRNA detection methods (**Figure 4B**). The residual error values (σ^2^) are by far the lowest for the model relating RT-qPCR and NEXTflex V2, indicating that these two methods are the best correlated. As RT-qPCR experiments are not without their own biases, it is important to note that these data do not prove definitively that NEXTflex V2 is the most accurate library preparation protocol. However, the data do suggest that the NEXTflex V2 protocol is indeed mitigating the adapter ligation bias inherent to the other protocols.

**FIGURE 4:**
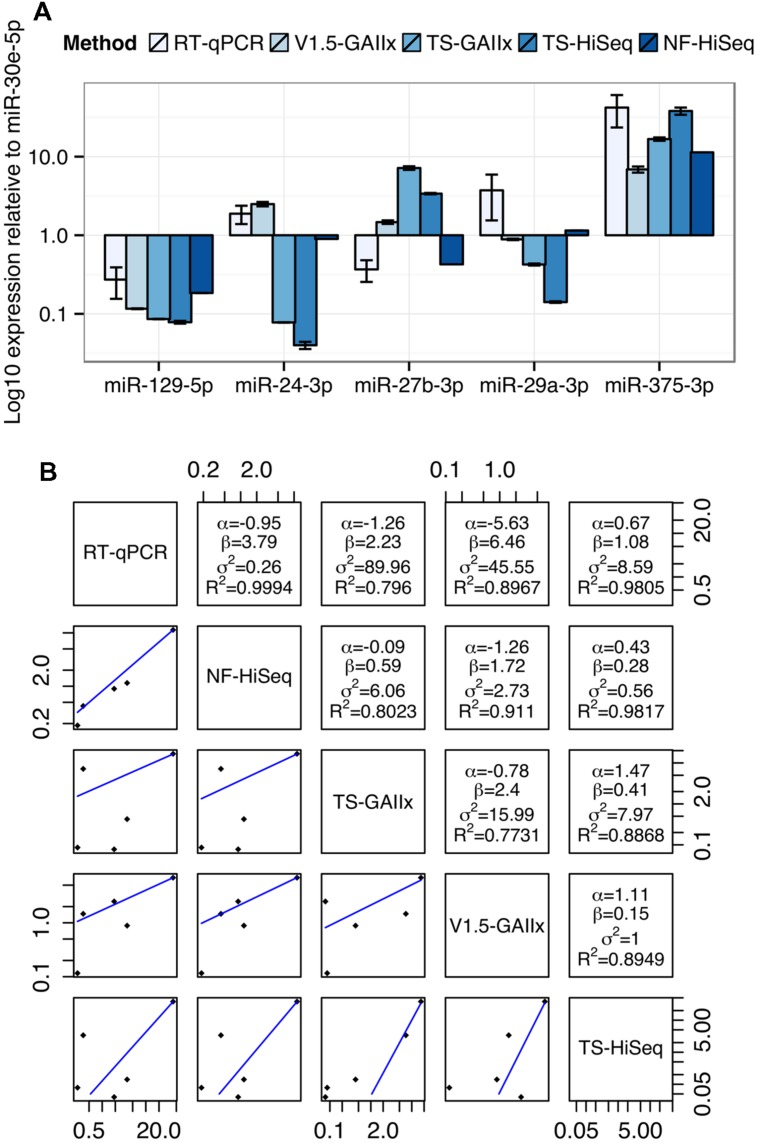
**Measurements by quantitative PCR are best correlated with NEXTflex V2. (A)** Comparison of relative expression levels of four miRNAs (miR-24-3p, miR-27b-3p, miR-29a-3p, and miR-375-3p) across five different methods of miRNA detection is shown. **(B)** Regression analysis of the relative expression of four miRNAs for each pair of detection methods is shown. The linear regression line is shown below the diagonal and the linear model parameters are shown above the diagonal. miRNA expression levels were normalized to miR-30e-5p, which represents a housekeeping miRNA due to its invariance and robust expression across most datasets. Linear model parameters: α = intercept, β = coefficient, σ^2^ = squared residual error, *R*^2^ = fraction of variance explained by model.

## Discussion

The presence of bias in small RNA profiling is well established in the literature (Alon et al., 2011; Hafner et al., 2011; Van Nieuwerburgh et al., 2011; Linsen and Cuppen, 2012). Differential bias across various expression platforms (e.g., microarray, qPCR, sequencing) and sequencing technologies (e.g., Illumina, ABI SOLiD, 454 Life Sciences) has also been demonstrated (Linsen et al., 2009; Willenbrock et al., 2009; Tian et al., 2010). However, no study has focused on different library preparation methods within the same sequencing technology. Here we compare two of the most popular methods from Illumina (v1.5 and TruSeq). The results of our study point to a massive differential miRNA detection bias between these two library preparation methods. This finding was independent of the sequencing center (NIH, UNC) and sequencing platform (GAIIx, HiSeq). While some level of bias in library preparation is not surprising, the apparent extensive differential bias between these two widely used adapter sets is striking and not well appreciated (for example, miR-24-3p was detected very highly in the v1.5 libraries but was almost nonexistent in the TruSeq libraries).

Although we believe the extent of the bias remains poorly appreciated among many small RNA researchers, this bias has been investigated in a few studies, which together conclude that ligation efficiency is strongly affected by the co-fold structure of the target RNA and the adapter. Van Nieuwerburgh et al. (2011) demonstrated that sequencing of identical samples prepared with different barcodes at the 5′ ligation boundary led to poor reproducibility, in contrast to methods in which the barcode is embedded within the adapter itself (such as TruSeq). This finding suggests that sequence diversity at the ligation boundaries could lead to variable efficiency of adapter ligation, which in turn would result in significant but artefactual effects on miRNA detection and quantification. A subsequent study by Jayaprakash et al. provided further support for this finding, as they showed that certain miRNA species could be captured effectively only using a scheme that by introducing random bases at the ligation boundary. Specifically, this study concluded that introducing two random bases at both the 5′ and 3′ ligation boundaries could capture most miRNA species, but that at least one miRNA (miR-106b) required four random bases at the 5′ ligation boundary in order to be captured efficiently. Other studies (Hafner et al., 2011; Sorefan et al., 2012; Zhuang et al., 2012; Fuchs et al., 2015) have investigated the contribution of RNA structure to the adapter ligation bias issue. Sorefan et al. (2012) found that the introduction of four degenerate bases to both the 3′ and 5′ ligation boundaries increased the diversity of structures produced by the adapter and target sequence, and thereby reduced adapter ligation bias. Zhuang et al. (2012) showed that certain RNA/adapter co-fold structures are preferred by a variety of T4 RNA ligases, but observed no sequence bias. Together these studies suggest that introducing degenerate bases to both ligation boundaries introduces both sequence and structural diversity that improves adapter ligation likely by introducing favored RNA/adapter co-fold structures.

Very recently, several new commercially available small RNA library preparation protocols have been introduced. Of these new methods, only the Bioo Scientific NEXTflex V2 protocol also addresses the important issue of adapter dimer formation. In our studies, we found that NEXTflex V2 is able to detect robustly several functionally important miRNAs that partially or completely evade detection by the widely used Illumina library preparation protocols. A prominent example of this in MIN6 cells is miR-7a-3p, which plays a critical role in beta cell function. Moreover, we show that miRNA expression levels according to NEXTflex V2 are very highly correlated with RT-qPCR measurements. While we cannot say that the results of the NEXTflex V2 method accurately represents the “absolute” expression levels of miRNAs, the results of our analysis lead us to suggest that this protocol provides the least biased measure of miRNA expression among the tested methods.

It is important to note that our study does not suggest that one method of library preparation is necessarily always more reliable or accurate for miRNA detection than the other. Because the ligation efficiencies of different adapter sequences may differ based on features that vary across miRNAs, such as nucleotide sequence, chemical modification, and secondary structure (Linsen et al., 2009; Hafner et al., 2011; Sorefan et al., 2012), care must be taken when using methods that utilize fixed adapter sequences. As the factors that control the differential biases between adapter sets continue to be investigated, we expect to see continued innovation in small RNA library preparation protocols. Researchers seeking to ameliorate the influence of adapter ligation biases on miRNA expression levels can consider using protocols that utilize degenerate bases at the adapter ligation boundaries (**Table 1**). No one protocol fits every experiment; for example, experiments with limited input RNA are better off selecting protocols optimized for such samples regardless of adapter bias considerations.

As increasingly more laboratories begin sequencing small RNAs, researchers should be aware of the extent to which the results may differ from previously published results (depending on the protocol used). We strongly caution researchers against merging together small RNA-seq data generated from different adapter sequences. Also, in any standard small RNA-seq study in which only one adapter set is used for library preparation, one should be aware of the potential pitfalls of applying arbitrary cutoffs based on expression (such as “top 100 detected”) to identify miRNAs for further functional analysis, because some miRNAs that appear lowly expressed could be inefficiently detected for purely technical reasons (such as miR-24-3p in the TruSeq datasets presented in this study). In general, we recommend against using small RNA-seq data to make calls on the “absolute” levels of miRNAs, unless additional precaution has been taken to substantially mitigate the biases discussed here. Despite these issues, deep sequencing is still an extremely valuable method for *de novo* discovery of isomiRs and novel small RNAs, as well as for studying relative miRNA expression changes across different conditions or time points.

## Data Availability

MIN6 TS_HiSeq reads are available at Gene Expression Omnibus (GEO) under the accession number GSE44262. MIN6 v1.5_GAIIx, TS_GAIIx, NF_HiSeq, and both mouse liver libraries will also be made available at GEO (GSE75457).

## Author Contributions

This study was conceived of by JG and PS in collaboration with ME and PC. JG performed all UNC based experiments with the aid of CLK or EEF, and analyzed all data. CS and AY were responsible for sequencing performed at the NIH. JG and PS wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

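The deposited data are 9 small RNA-seq libraries, 7 of MIN6 cells and 2 of mouse liver. Each holds 1 line per distinct alignment, with a position, an edit string and an expected count. These expected counts were made by the authors before deposition: reads were trimmed and aligned, and a read with several equally good alignments was divided evenly among them. No read sequences, qualities or molecular identifiers were used here, and trimming and alignment were not repeated. The sums of the counts on exact alignments differed by at most 0.000894% from the exact matches in the paper's Supplementary Table S1. The sums over all alignments exceed its numbers of mapped reads by 0.264% to 8.41% over the 9 libraries, and no rule was found that explains this. Depth is given in the text for each library.

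Counts were summed by 5′ end and divided by the paper's number of mapped reads to give RPMM. Highly expressed miRNAs have at least 100 RPMM in at least 1 library of the cells or tissue. Fold changes are ratios of group means after 1 RPMM was added. A fold change of more than 10 was counted, and for v1.5 against TruSeq also of more than 5. Correlations are squared Pearson coefficients of RPMM, averaged over pairs of libraries.

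Names were given by joining the values of Supplementary Tables S2 and S3 to 5′ ends with a relative tolerance of 1.5 times 2e-05 (absolute below 1 RPMM), so that equality with these tables in MIN6 is partly by construction. Computed values under 1 RPMM were treated as absent for this join. In 13 entries more than 1 position had the same values. A list of 20 spellings was written by hand after it was seen which names differed only in spelling. As a separate check without names, miRNA hairpins of GENCODE M21 were placed by the genomic bases that the edit strings report. Candidates had at least 5 RPMM, and a placement needed at least 15 kinds of mismatch, at most 0.2% of the mismatching reads in conflict with the hairpin and at most 0.001 placements by chance. The median placed hairpin had 77 kinds of mismatch. The next best placement had to be in conflict with at least 5 more kinds or with more than 1% of the mismatching reads, and 5′ ends up to 10 nt outside a hairpin were allowed. These criteria were revised 3 times while looking at the number of entries that were placed and at overlaps between hairpins. Of the 56 entries that only Supplementary Table S3 holds, 43 lay on a hairpin of their name. The sequence of a mature miRNA is the stretch of its hairpin that starts at the 5′ end and has the commonest read length. Coordinates of the 2 builds were never mixed or converted.

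Differential expression between 3 v1.5 and 3 TruSeq libraries was tested with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjustment over the 353 miRNAs), with counts rounded to whole numbers and the numbers of mapped reads as library sizes. DESeq2 1.42.0 gave size factors and a second test, which called 328 of the 353 miRNAs (164 in each direction). Standard errors are the log2 fold change divided by the square root of the F statistic. In simulated data with 200 of the 353 miRNAs changed, the test recovered 199 (99.5%) and called 7 of the other 153 (4.58%). The simulated changes had random signs and a minimum size above the 1.07-fold difference that sufficed in the real data. The recovery therefore does not cover such small differences, nor a shift of most miRNAs in the same direction. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. Permutation tests are two-sided with 100000 permutations, and p-values of the 5 permutation tests across miRNAs were adjusted together. Confidence intervals have a level of 95%. The replicate check used the highly expressed miRNAs.

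The comparisons, the limits and most alternatives were chosen before the deposited data were examined. Supplementary Tables S1 to S3 had by then been read and analysed. For nearly all listed miRNAs, they hold the same values as the deposited data from 1 RPMM upward. The paper's text does not mention an added constant, and the formula in its caption of Figure 3 has none. On these tables 4 rules for low values were tried, and fold changes without any such rule were not among them. For v1.5 against TruSeq in MIN6 cells, adding 1, 0.1 or 5 RPMM gave 50, 55 and 41 miRNAs over 10-fold, and setting values under 1 RPMM to 1 gave 52. Adding 1 RPMM was chosen because it gave the paper's counts, and the linear scale of the correlations was also chosen by comparison with the paper's values, after both scales had been tried. Closeness of the counts and correlations to the paper's is therefore partly a result of these choices. Chosen after the data had been seen were scaling by the sum of all counts of a library, ranking all 5′ starts, linear models without miR-129-5p, and other added constants for miR-29a-3p and miR-7a-5p in liver. Intercepts and residual variances were compared with the paper's figure by sign and by a factor of 1.5, a rule made here. Individual miRNAs are reported when the paper names them, or when they are among the 3 reference miRNAs with the largest fold change in a direction of a comparison. In addition, miR-22-3p was added after its values had been seen. The alternatives were run for the miRNAs chosen by the rule only, except that the fold change of miR-22-3p was also computed with 5 RPMM added.

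The TS-HiSeq libraries of MIN6 cells, the RT-qPCR measurements and the number of distinct mature miRNAs per library were not analysed here.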

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

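Of the tests below, that of the level of other liver miRNAs was chosen after the level of miR-122-5p had been seen. That of the read profile was set before its own values were known but after the levels of miR-122 isomiRs had been seen, and that of Mir378c was set before the deposited files, but not the paper's tables, were examined.

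In the NEXTflex V2 library of MIN6 cells, miR-122-5p was at 128 RPMM (3264 reads), while it lay between 0.151 and 2.38 RPMM in the 6 GAIIx libraries. In Supplementary Table S2 the TS-HiSeq library of the same RNA has 2.04 RPMM. The paper does not discuss this. The level is 0.0240% of that in the NEXTflex V2 liver library, so a small carry-over of reads between these libraries could produce it. If so, other liver miRNAs that are nearly absent from the GAIIx libraries would reach the same share of their liver level. Only 1 miRNA met the criteria, miR-1247-5p with 135 reads against the 1.52 that carry-over needs, and its share was 88.8 times that of miR-122-5p. With n = 1 this leaves carry-over open, since miR-1247-5p may be captured from MIN6 RNA itself. In a look made afterwards at the 37 reference miRNAs with at least 1000 RPMM in the NEXTflex V2 liver library, all were above the carry-over level. The lowest, miR-143-3p with 13 reads, was at 1.21 times that level.

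A second test compared the lengths and edit strings of the reads of miR-122-5p between the NEXTflex V2 libraries. Carried-over reads would have the same profile, with a chi-square per degree of freedom under 3. The value was 5.63, above that limit but the lowest of all, with 55.7 the lowest and 254 the median of the 83 other miRNAs. Carry-over therefore remains a candidate explanation. The alternative, that the NEXTflex V2 protocol captures a low level of miR-122-5p in MIN6 cells more efficiently, also remains, as that protocol gave 30.9 times the level of TruSeq in liver. A MIN6 library prepared with NEXTflex V2 and sequenced apart from liver libraries would decide between them.

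A 5′ end in the hairpin Mir378c reached 176 RPMM in a MIN6 library and 1266 RPMM in the TruSeq liver library (179 RPMM in the NEXTflex V2 liver library), but neither supplementary table lists it. Reads shared with another copy of miR-378 could explain it. In MIN6, 68.5% of the counts at this end came from alignments with a count that is not whole, that is, from reads divided between places. Its mean in v1.5 was 169 RPMM, against 3044 RPMM for miR-378-3p. No biological explanation was tested.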

How the results depend on the processing

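In MIN6 cells, counts of miRNAs over a fold change depended most on the expression limit. At 500 RPMM, 23 miRNAs differed by more than 10-fold and 46 by more than 5-fold between v1.5 and TruSeq, 28 by more than 10-fold between NEXTflex V2 and v1.5, and 32 between NEXTflex V2 and TruSeq (GAIIx), all among fewer miRNAs. Summing the starts of an arm gave 55 between NEXTflex V2 and TruSeq (GAIIx). In liver, 84 miRNAs reached 500 RPMM and 17 of them differed by more than 10-fold, against 21 with arms summed and 67 when scaled to the reads on miRNAs. The cause of these changes was not tested.

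The squared correlation between v1.5 and TruSeq was 0.582 on the log scale, 0.513 as Spearman's rho squared, 0.140 without the most abundant miRNA, 0.345 with precursor copies merged and 0.560 with whole-number counts only. Within TruSeq and within v1.5, whole-number counts gave 0.986 and 0.764. That of NEXTflex V2 with v1.5 was 0.323 on the log scale, 0.301 as Spearman's rho squared and 0.0930 without the most abundant miRNA. It was 0.176 at 50 RPMM, 0.132 at 500 RPMM, 0.171 with arms summed, 0.140 with copies merged and 0.427 with whole-number counts. The cause was not tested.

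Without a filter on expression 1145 of 2900 miRNAs were differential between v1.5 and TruSeq, and 636 of 756 with at least 10 counts in every library, both among more miRNAs than the 353. The cause was not tested. With the replicate number as a replicate block 331 were, 202 of them higher in v1.5. Residuals of libraries with the same replicate number had correlations of 0.0947, 0.187 and 0.191, against -0.153 to -0.00615 for libraries with different numbers. The signs go with a pairing, but all of these correlations are small, so that the pairing was not clear.

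For miR-30e-5p the log2 fold change became -0.38 with TMM factors (adjusted p = 0.000130) and -0.46 with DESeq2 size factors (adjusted p = 4.05e-05), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where adjusted p-values over all alternatives ranged from 4.05e-05 to 0.704. The scaling factors shift all miRNAs together, which reverses a small difference by construction. The slope of the linear model of NEXTflex V2 on TruSeq became -0.0161 without miR-375-3p, the point that sets it.

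With 1 library left out at a time, between v1.5 and TruSeq 46 to 49 miRNAs differed by more than 10-fold, 98 to 101 by more than 5-fold, and 315 to 324 were differential, among them 22 to 24 of the 24 miRNAs reported by name. Between NEXTflex V2 and v1.5 the range was 72 to 77, and between NEXTflex V2 and TruSeq (GAIIx) 81 to 85. Squared correlations ranged from 0.419 to 0.448 between v1.5 and TruSeq, from 0.997 to 0.999 within TruSeq, from 0.993 to 0.999 within v1.5 and from 0.168 to 0.170 between NEXTflex V2 and v1.5.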

Differences from the paper's values

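The paper states that miR-7a-3p was 50-fold higher in NF-HiSeq than in v1.5. Here the ratio was 0.541, and the alternatives, from 0.498 to 0.548, do not close the difference. miR-7a-5p had a ratio of 53.9, so the paper's value matches the other arm. The values of both arms here equal those listed in Supplementary Table S2 in all 7 libraries, so the table gives this fold to miR-7a-5p and not to miR-7a-3p.

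Values of Fig. 4A were read by eye. For miR-129-5p, Fig. 4A shows about 0.12 for v1.5 and about 0.085 for TruSeq (GAIIx), against 0.0777 and 0.0422 here. For miR-24-3p, Fig. 4A shows about 2.5 for v1.5, about 0.078 for TruSeq (GAIIx) and about 0.9 for NEXTflex V2, against 1.25, 0.0390 and 0.448 here. With precursor copies merged, an alternative set before the deposited files, but not the paper's tables, were examined, the values became 0.155 and 0.0846 for miR-129-5p and 2.5, 0.078 and 0.897 for miR-24-3p, which brings them within a factor of 1.5 of the figure. For miR-129-5p in NEXTflex V2, however, Fig. 4A shows about 0.18, against 0.144 here and 0.291 with copies merged, so merging opens a difference there.

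In Fig. 4B, also read by eye, the intercept of NEXTflex V2 on TruSeq (GAIIx) is about -0.09, against -0.226 here, and no alternative closes this (-0.0572 with copies merged). The intercept of TruSeq (GAIIx) on v1.5 is about -0.78 in Fig. 4B, against -0.452 here and -0.824 with copies merged, which closes it, while leaving out miR-129-5p, chosen after the data had been seen, gave -0.608. The residual variance of NEXTflex V2 on v1.5 is about 2.7 in Fig. 4B, against 1.11 here and 2.79 with copies merged, which closes it. The residual variance of TruSeq (GAIIx) on v1.5 is about 16 in Fig. 4B, against 8.18 here and 16.1 with copies merged, which closes it. It was 11.7 without miR-375-3p and, chosen after the data had been seen, 12.2 without miR-129-5p.

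The ranks that the paper gives for miR-24-3p were met together by no single list. Its ranks were 98 to 99 in TruSeq and 13 to 14 in v1.5 with copies apart, 104 to 108 and 13 to 14 over all 5′ starts, and 70 to 71 and 6 to 7 with copies merged.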

Other observations

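The test of absent read lengths was chosen after 1 such case had been seen, and that of the spread between lengths after the absent lengths had been seen but before its own values were known. The test with depth as a covariate and the reading of the liver pair against RNA and platform were also chosen after the data had been seen. The other tests were written down before they were run, but after the paper's tables had been read.

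Of the 10 ways to divide the 6 GAIIx libraries into 3 and 3, 1 gave as many differential miRNAs as the real division, namely the real division itself with 327, and the other 9 gave 0 each. With 10 divisions this cannot go below 1 in 10.

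Across the 89 miRNAs highly expressed in both MIN6 and liver, the log2 fold changes between NEXTflex V2 and TruSeq correlated with r = 0.803 (Spearman's rho 0.821, two-sided permutation p = 1e-05, the smallest possible, adjusted p = 1.67e-05), although miRNAs are not independent replicates. The direction was the same for 71 (79.8%), and for all 13 of those over 10-fold in MIN6. A property of the miRNA sequence that acts in any sample may be a cause. In MIN6 the RNA and the platform also differed, but they were the same in the liver pair, so that a difference in RNA and platform alone would not produce this correlation. The paper does not state the facility and date of the liver libraries, and these stay open along with the library preparation. The squared correlation of RPMM between NEXTflex V2 and TruSeq (GAIIx) was 0.0923. It was 0.274 on the log scale, 0.274 as Spearman's rho squared and 0.00944 without the most abundant miRNA.

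Sequence features were compared with the log2 fold changes of v1.5 over TruSeq in the 219 of 236 miRNAs (92.8%) with a sequence, counting each name once. The base at the 5′ end held a share of the variance of 0.0206 (two-sided permutation p = 0.213), with medians of 0.50 for A, -0.04 for C, -0.10 for G and 0.75 for T, and so gave no sign of a role. The base at the 3′ end held a share of 0.0388 (permutation p = 0.0360, adjusted p = 0.0450), with medians of 1.59 for A, 0.45 for C, 1.08 for G and -0.04 for T. GC content correlated with r = -0.326 (permutation p = 1e-05, the smallest possible) and with a Spearman's rho of -0.320 (permutation p = 2e-05). Both features may contribute, but they leave most of the variance open, and miRNAs are not independent replicates.

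In 66 pairs of a reference miRNA and its isomiR 1 nt away, the log2 fold changes correlated with r = 0.862 (Spearman's rho 0.843, permutation p = 1e-05, the smallest possible), 4 pairs were more than 4-fold apart, and the median difference was 0.67. The exact 5′ end alone therefore did not decide the fold change. Members of a pair share most of their sequence, so a part played by the 5′ end stays open. After thinning the v1.5 libraries to the depth of the smallest TruSeq library, 49 miRNAs were over 10-fold. RPMM is already scaled for depth, so thinning had little room to change this count. With the log2 depth of the 6 libraries as a covariate in a linear model of log2 RPMM (1 RPMM added), all 48 miRNAs over 10-fold stayed so, and for 40 of them the 95% confidence interval lay beyond 10-fold, which argues against a trend with depth as the whole cause. The depth term of this linear model had an unadjusted p under 0.05 for 27 of the 353 highly expressed miRNAs. A partial trend with depth therefore stays open. The covariate shifted a log2 fold change by at most 0.288.

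In the NEXTflex V2 libraries, 9.49% of the middle lengths tested were absent in MIN6 (94 of 991) and 11.2% in liver (88 of 788), against 0 in the 7 others, where both neighboring lengths had at least 100 reads. By the geometric mean of the neighboring lengths, the share in MIN6 was 25.0% from 20 to 100 reads, 16.6% from 100 to 400, 4.59% from 400 to 1600 and 0 of 304 above. In the 7 other libraries it reached at most 1.26% from 20 to 100 reads and 0.176% from 100 to 400, and was 0 above. Read sequences left out before deposition could produce this, as could few starting molecules amplified many times. Among the lengths that were present, the SD of the log2 level was 2.04 in MIN6 and 1.81 in liver, against 2.01 to 2.44 in the others. This measure leaves out the absent lengths, which few molecules would also produce, and so does not count against few molecules. These tests leave both explanations open, and a count of molecules would be needed to separate them.

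With precursor copies merged, the most abundant miRNA took 16.3% to 18.6% of mapped reads in TruSeq (miR-375-3p). It took 9.04% to 9.62% in v1.5 (let-7f-5p) and 24.9% in NEXTflex V2 (miR-7a-5p). In the liver it took 8.23% in TruSeq (miR-192-5p). With copies listed separately, miR-375-3p was at 80144 RPMM in v1.5, above the 45196 RPMM of the copy let-7f-1-5p.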
